A study of Mus musculus with 18 samples.

How the data were processed

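Messenger RNA levels were measured by bulk RNA sequencing of mouse heart, in 18 libraries that fall into 6 groups of 3 animals by their labels. Per the labels' protocols, RNA was purified on RNeasy columns, polyadenylated RNA was selected from total RNA with NEBNext beads, and libraries were made with the NEBNext Ultra II RNA kit. The deposited table holds whole-number read counts per gene for all 18 libraries, not normalized by the authors. The description of the table and its columns names HTSeq as the counting tool. The aligner, the genome build, the gene annotation, the tool versions and whether counting used strand are not stated in the labels or the table. The table lists 47729 genes by versioned Ensembl identifier, symbol and biotype, of which 20673 have no count in any library, and 136 symbols occur more than once. It holds no entries for unassigned reads.

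Total counts ranged from 13862077 to 20256356 per library. In data simulated from the same genes, library sizes and spread, the test recovered 151 of 200 genes changed by 1 on the log2 scale (75.5%), all 151 with the right sign, and called 6 unchanged genes. It recovered 39% of genes changed by 0.5 and 95% of genes changed by 2, and called 0 genes in a comparison with no simulated change. The set test was tested on simulated data in the same way, with 1 set of genes shifted by 0.5 on the log2 scale. Genes were drawn independently of each other, so false calls from correlation between genes of a set were not tested. The set test called 5 of 5 tests of the shifted set in comparisons between groups that include the shifted group, and 1 of 139 other tests. The 139 include the interaction test of the shifted set, where the shift is also present. The 1 call among them is therefore not a measure of false calls.

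Genes were kept by edgeR's filterByExpr (minimum count 10, minimum total 15), which left 14669 genes holding 99.9% of all counts. Library sizes were scaled by the trimmed mean of M-values (TMM), and levels are given as CPM, the counts scaled to library size by edgeR, with the standard deviation (SD) over 3 libraries. Differences were tested with the quasi-likelihood F-test of edgeR 4.0.16 in R 4.3.3, in one fit of all 18 libraries with group as the only factor. The p-values were adjusted by the Benjamini-Hochberg method over all genes tested within each comparison, and a gene is called where its adjusted p is under 0.05. The standard error (SE) of a log2 fold change is its size divided by the square root of F, and log2 fold changes are of the first group named over the second. The common dispersion was 0.0120 and the median biological coefficient of variation was 0.103. There were 11 comparisons between groups and 1 genotype by diet interaction, which is the diet effect in Foz mice minus the diet effect in wild type at 24 weeks.

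For single values, exact permutation tests were used where they could be enumerated, and 100000 permutations otherwise. Separation of the groups was measured by a pseudo-F of squared Euclidean distances on log2(CPM + 2). The share of the 24-week change was computed over the genes called in Foz WD 24w against WT chow 24w. For each library it is the median over these genes of the log2 difference from the WT chow 24w mean, signed by the direction of the change, divided by the same median over the Foz WD 24w libraries. Comparisons that share libraries share their chance values, so overlaps and shares are given beside values from 20 simulations with unchanged groups. Genes were drawn independently in these simulations, which leaves out libraries that deviate in many genes together. Gene sets were tested with camera of limma 3.58.1 at a preset correlation of 0.01 between genes, with fry and an estimated correlation as alternatives. The 12 sets held 379 gene symbols, of which 365 are in the table and 351 were tested. They cover cardiac stress, extracellular matrix and fibrosis, fatty acid oxidation and PPAR targets, glucose uptake and glycolysis, nuclear genes of oxidative phosphorylation, calcium handling and excitation, sarcomere, inflammation and macrophages, acute phase and complement, type I interferon response, unfolded protein and integrated stress response, and the circadian clock.

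The design, the tests, the sets, the rule for naming genes and most of the alternatives were fixed before the data were examined. By that rule, the text names for each comparison up to 3 genes with the largest rise and 3 with the largest fall among called genes with a mean of at least 5 CPM over the 18 libraries, where all 3 libraries of one group lay beyond all 3 of the other. Chance gives such a separation to 10% of genes. Alms1 and called members of the 12 sets may also be named. Results for some genes of the sets and marker lists are not reported here. Genes named outside the rule are said to have been chosen after their values were seen. The alternatives were other scaling factors (RLE and upper quartile), other filters, DESeq2 1.42.0, limma voom with and without sample quality weights, a fit of only the groups compared, the replicate number as a block, mitochondrial genome genes left out, a minimum absolute log2 fold change of 1, and leaving out each library. An atrial marker covariate and a correction for GC content and gene length were added after seeing the data. Not every alternative was run for every result.

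Marker lists of atrial myocardium, white and brown fat, blood, skeletal muscle, liver, plasma cells and B cells, the Y chromosome and X inactivation were written to look for RNA of other tissues and for the sex of the animals. Levels of these marker genes were scaled to the counts of the tested genes, which differ from all counts by under 1%. Gene positions were taken from GENCODE release M21 on GRCm38 by Ensembl identifier. Of the identifiers, 98.94% were found ignoring the version and 81.93% with the same version, so positions apply to that annotation and not to a build stated by the authors. Of 70 genes considered for naming and given a position, 18 share exon bases with another gene, and in 5 of them at least 10% of the exon bases are shared. These 5 are Alas2, Dbp, Ldlrad4, Mrps25 and Nppa, and each overlaps a gene on the opposite strand. Levels of these 5 genes are uncertain, since the use of strand in counting is not stated. Members of multigene families, such as immunoglobulin constant regions, globins, Serpina3n, Acot2 and C4b, are uncertain where reads fit several copies. The library names put the regression group at 8 weeks, while the series text gives 12 weeks of Western diet and 12 weeks of chow, and the text follows the latter.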

Results

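Gene expression was measured by sequencing of polyadenylated RNA from the heart of 18 mice. Foz/Foz mice (Foz) carry a deletion in Alms1 and serve as a model of metabolic syndrome with fatty liver disease, which a Western diet (WD) worsens. They were compared with wild-type mice (WT), to ask how the progression and regression of liver disease relate to the heart. There were 6 groups of 3 animals. WT on chow for 24 weeks (WT chow 24w) were the healthy reference. WT on Western diet for 24 weeks (WT WD 24w) and Foz on chow for 24 weeks (Foz chow 24w) had, by the series description, fatty liver or mild steatohepatitis. Foz mice on Western diet for 12 weeks (Foz WD 12w) had steatohepatitis with fibrosis, and those on it for 24 weeks (Foz WD 24w) had advanced disease with left ventricular dysfunction. The last group (Foz regression) received 12 weeks of Western diet and then 12 weeks of chow.

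Depth ranged from 13862077 to 20256356 total counts per library. The totals were 16391490, 15512040 and 15953288 for Foz WD 24w, 16539236, 18594866 and 16637243 for WT WD 24w, and 18303753, 19564755 and 18088877 for Foz regression. They were 18811538, 15546294 and 16726251 for Foz chow 24w, 20256356, 17059331 and 17806168 for WT chow 24w, and 13862077, 17223141 and 15853572 for Foz WD 12w. Libraries of one group correlated at r = 0.977 to 0.990 across genes (log2 CPM). Every pair differed by more than counting noise, with chi-square per degree of freedom from 4.89 to 22.1, so no library was counted as a repeat of another.

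The gene that carries the deletion in the model was examined first. Alms1 (ENSMUSG00000063810.6, chromosome 6, 85587531 to 85702753, GRCm38) had 0.906 ± 0.101 CPM (SD, n = 3 per group) in Foz WD 24w, 0.808 ± 0.240 in Foz regression, 1.30 ± 0.420 in Foz chow 24w and 1.20 ± 0.115 in Foz WD 12w. It had 1.42 ± 0.232 CPM in WT WD 24w and 2.18 ± 0.711 in WT chow 24w. These levels rest on 11 to 59 counts per library. Over the 12 Foz and 6 WT libraries the mean log2(CPM + 1) differed by -0.43 (exact two-sided permutation p 0.00178, 18564 splits). Among the few alternatives run for it, the largest move came with a pseudocount of 0.1, which gave -0.70. With the groups on chow or Western diet for 24 weeks alone the difference was -0.40 (exact two-sided permutation p 0.0281, 924 splits). In single comparisons Alms1 passed an adjusted p of 0.05 only in Foz WD 24w against WT chow 24w (log2 fold change -1.27 ± 0.31 SE, adjusted p 0.0107) and Foz regression against WT chow 24w (-1.44 ± 0.31, adjusted p 0.0157). Alms1 counts were thus present in every Foz library, and gene counts do not show which exons gave them.

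Libraries of one group lay closer together than libraries of different groups. The pseudo-F of the 6 groups was 2.09 with a permutation p of 1e-05, the smallest that 100000 permutations can give. Distances by 1 minus Spearman's rho moved this value most among the few alternatives run for it, to 3.13. The first principal component held 16.4% of the variance and the second component less. The 3 WT chow 24w libraries had scores of 25.1, 25.6 and 25.7 on the first component, and Foz WD 24w replicate 2 lay at the other end with -43.9.

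**Figure D1:**
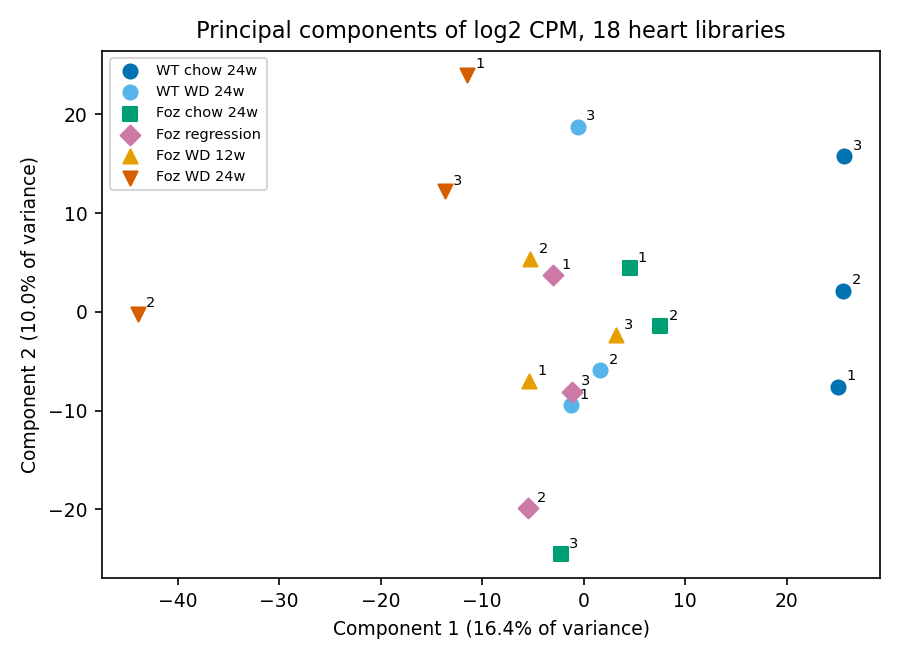
Principal components 1 and 2 of log2(CPM + 2) over the tested genes, with the share of variance on each axis; each point is one library, coloured by group (3 per group). The 3 WT chow 24w libraries lie together on the right, at 25.1 to 25.7, and Foz WD 24w replicate 2 lies farthest to the left, at -43.9.

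The number of called genes differed widely between comparisons. It was highest in Foz WD 24w against WT chow 24w, with 2181 of 14669 genes, and lowest among comparisons of groups in Foz WD 24w against WT WD 24w, with 25. At an unadjusted p under 0.05 the same comparisons held 4247 and 1976 genes. Among the alternatives the count in the first comparison moved most with a minimum absolute log2 fold change of 1, to 372. Fits that left out one library gave from 1165 (without WT chow 24w replicate 3) to 2087 genes (without Foz WD 24w replicate 1) there, and from 2 (without WT WD 24w replicate 2) to 128 (without Foz WD 24w replicate 3) in the second.

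**Figure D2:**
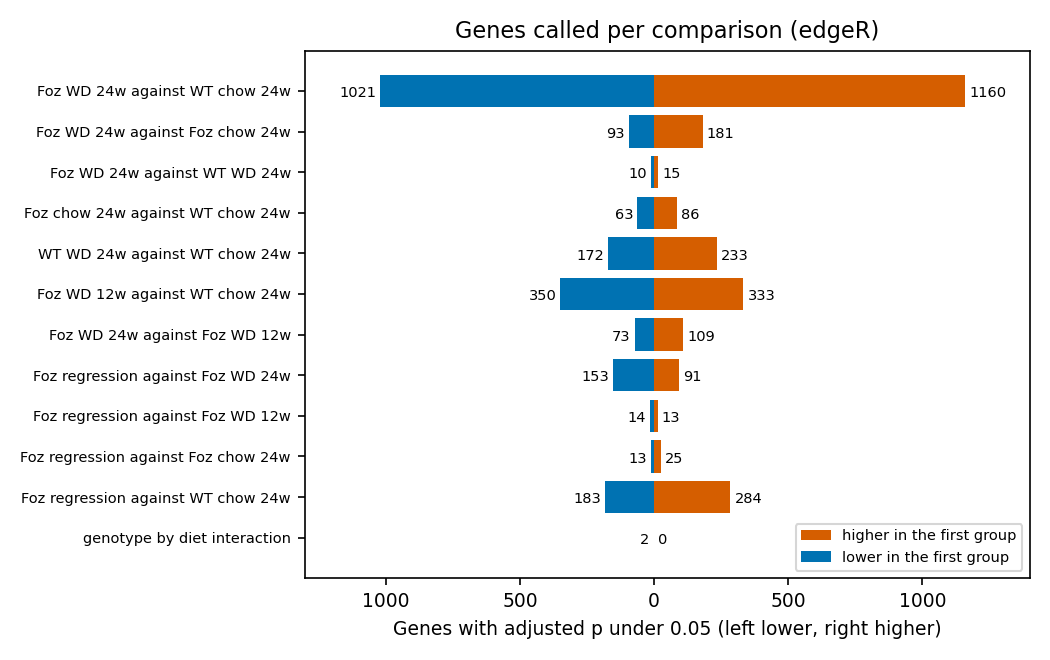
Number of genes with an adjusted p under 0.05 in each of the 11 comparisons and the genotype by diet interaction, with bars to the right for genes higher and to the left for genes lower in the first group named. Foz WD 24w against WT chow 24w has 1160 higher and 1021 lower genes, and Foz WD 24w against WT WD 24w has 15 higher and 10 lower.

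Foz WD 24w against WT chow 24w set the full disease model against the healthy reference, so genotype and diet differed together. Here 1160 genes were higher and 1021 lower. Of the 351 tested genes of the written sets, 196 genes adjusted over the list alone and 159 adjusted over all genes tested were called. Among genes open to naming, which all separated the 3 libraries of one group from the 3 of the other, the largest rise was in Cilp (ENSMUSG00000042254.14, chromosome 9, 65265180 to 65280605), from 8.57 ± 4.10 to 72.6 ± 47.5 CPM (SD, n = 3), a log2 fold change of 3.10 ± 0.38 (SE, adjusted p 8.2e-05). It was followed by Ltbp2 (ENSMUSG00000002020.15, chromosome 12, 84783212 to 84876532) at 2.44 ± 0.39 (adjusted p 0.000641) and Postn (ENSMUSG00000027750.16, chromosome 3, 54361109 to 54391037) at 2.43 ± 0.38 (adjusted p 0.000541). Levels of Cilp, Ltbp2 and Postn varied widely within Foz WD 24w, with an SD of 137 on a mean of 167 CPM for Postn. The deepest fall among them was in Nr4a1 (ENSMUSG00000023034.6, chromosome 15, 101254269 to 101274795), from 53.4 ± 14.9 to 13.4 ± 2.15 CPM (n = 3), a log2 fold change of -1.99 ± 0.35 (adjusted p 0.00134). Next came Kbtbd12 (ENSMUSG00000033182.12, chromosome 6, 88545114 to 88637950) at -1.87 ± 0.38 (adjusted p 0.00314) and Irs2 (ENSMUSG00000038894.7, chromosome 8, 10984681 to 11008458) at -1.62 ± 0.31 (adjusted p 0.00207). Kbtbd12 lies within 10 megabases of Alms1. All 6 genes were called in each of the 6 fits that left out one library. Of the set members, Kcnip2 (ENSMUSG00000025221.15, chromosome 19, 45791839 to 45816061) had -1.08 ± 0.12 (adjusted p 4.8e-05), Myh6 (ENSMUSG00000040752.15, chromosome 14, 54941921 to 54966927) had -0.41 ± 0.068 (adjusted p 0.000894) and Col1a1 (ENSMUSG00000001506.10, chromosome 11, 94936224 to 94953042) had 1.11 ± 0.18 (adjusted p 0.000664). These 3 also held in each such fit. Myh7 (ENSMUSG00000053093.15, chromosome 14, 54970684 to 54994626) was called at 1.53 ± 0.50 (adjusted p 0.0478), but its libraries overlapped between the groups and without Foz WD 24w replicate 3 its adjusted p was 0.446. The count itself fell to 1165 without WT chow 24w replicate 3.

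The diet effect within Foz mice at 24 weeks was addressed by Foz WD 24w against Foz chow 24w, in which 274 genes were called. Of these, 181 genes were higher and 93 lower. With upper-quartile scaling the split was 162 higher and 132 lower. The sets contributed 113 genes adjusted over the list alone and 33 adjusted over all genes tested. Comp (ENSMUSG00000031849.8, chromosome 8, 70373558 to 70382066) rose from 4.36 ± 1.84 to 17.9 ± 2.38 CPM (n = 3), a log2 fold change of 2.03 ± 0.44 (SE, adjusted p 0.0263). The other rises were in Serpina3n (ENSMUSG00000021091.8, chromosome 12, 104406729 to 104414329) at 1.75 ± 0.41 (adjusted p 0.0361) and Alas2 (ENSMUSG00000025270.13, chromosome X, 150547375 to 150570638) at 1.70 ± 0.32 (adjusted p 0.0145). The falls were in Ucp3 (ENSMUSG00000032942.14, chromosome 7, 100472990 to 100486432) at -1.41 ± 0.28 (adjusted p 0.0192), Slc9a2 (ENSMUSG00000026062.12, chromosome 1, 40680574 to 40769273) at -1.10 ± 0.26 (adjusted p 0.0361) and Dhtkd1 (ENSMUSG00000025815.13, chromosome 2, 5896115 to 5942792) at -0.96 ± 0.23 (adjusted p 0.0372), and Ucp3 went from 106 ± 48.8 to 39.9 ± 15.4 CPM. None of the 6 genes held in every fit that left out one library. Their highest adjusted p-values were 0.0914 for Comp, 0.240 for Serpina3n, 0.0807 for Alas2 and 0.145 for Slc9a2 without Foz WD 24w replicate 2, 0.102 for Ucp3 without Foz chow 24w replicate 2 and 0.159 for Dhtkd1 without Foz chow 24w replicate 1. C4b (ENSMUSG00000073418.4, chromosome 17, 34728380 to 34743882) (1.52 ± 0.23, adjusted p 0.00619) and Col14a1 (ENSMUSG00000022371.15, chromosome 15, 55307750 to 55520803) (1.08 ± 0.18, adjusted p 0.0109) stayed called in all 6 of these fits. The number of called genes was 46 (without Foz WD 24w replicate 2) at its lowest and 685 (without Foz chow 24w replicate 3) at its highest. Alas2 shares 12.9% of its exon bases with Apex2 on the opposite strand, and Serpina3n and C4b have close copies, so their levels are uncertain.

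The genotype effect on Western diet, Foz WD 24w against WT WD 24w, had 25 called genes, and 15 genes were higher and 10 lower. From the sets came 36 genes adjusted over the list alone and 6 adjusted over all genes tested. Igha (ENSMUSG00000095079.6, chromosome 12, 113254830 to 113260236) rose from 0.490 ± 0.597 to 6.16 ± 3.64 CPM (n = 3), a log2 fold change of 3.67 ± 0.65 (SE, adjusted p 0.0358). One WT WD 24w library held 1 Igha count, and as an immunoglobulin constant gene it belongs to a multigene family, so this fold change is uncertain. Also higher were Tfrc (ENSMUSG00000022797.15, chromosome 16, 32608920 to 32632794) at 1.97 ± 0.39 (adjusted p 0.0457) and Postn at 1.86 ± 0.37 (adjusted p 0.0493). Kbtbd12 fell from 90.4 ± 6.80 to 20.4 ± 9.83 CPM, a log2 fold change of -2.15 ± 0.38 (adjusted p 0.0358), and further falls were in Slc9a2 at -1.40 ± 0.25 (adjusted p 0.0362) and Cmpk2 (ENSMUSG00000020638.7, chromosome 12, 26469204 to 26479837) at -0.82 ± 0.15 (adjusted p 0.0366). Each of the 6 genes lost its call when one library was left out, with highest adjusted p-values of 0.184 for Igha, 0.214 for Tfrc and 0.244 for Postn without WT WD 24w replicate 2, 0.119 for Kbtbd12 and 0.125 for Cmpk2 without WT WD 24w replicate 1 and 0.131 for Slc9a2 without Foz WD 24w replicate 2. Fits with one library left out gave 2 (without WT WD 24w replicate 2) to 128 (without Foz WD 24w replicate 3) called genes.

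On chow, the genotype effect (Foz chow 24w against WT chow 24w) comprised 149 called genes, of which 86 were higher and 63 lower in Foz. Upper-quartile scaling moved this split to 120 higher and 56 lower. The set genes gave 37 genes adjusted over the list alone and 12 adjusted over all genes tested. Edn3 (ENSMUSG00000027524.9, chromosome 2, 174760619 to 174784042) rose from 1.92 ± 1.01 to 13.6 ± 7.29 CPM (n = 3), a log2 fold change of 2.85 ± 0.48 (SE, adjusted p 0.00677), followed by Ano5 (ENSMUSG00000055489.8, chromosome 7, 51511029 to 51598709) at 2.14 ± 0.40 (adjusted p 0.0153) and mt-Tp (ENSMUSG00000064372.1, the mitochondrial chromosome, 15356 to 15422) at 1.96 ± 0.20 (adjusted p 5.0e-05). Kbtbd12 fell from 74.5 ± 3.23 to 14.4 ± 1.56 CPM, a log2 fold change of -2.37 ± 0.39 (adjusted p 0.00569), ahead of Irs2 at -1.70 ± 0.31 (adjusted p 0.0114) and Slc38a1 (ENSMUSG00000023169.14, chromosome 15, 96571418 to 96642913) at -1.24 ± 0.20 (adjusted p 0.00401). The calls of mt-Tp, Kbtbd12 and Slc38a1 held whichever library was left out. The highest adjusted p-values of the others were 0.0588 for Edn3 and 0.0588 for Ano5 without WT chow 24w replicate 3 and 0.0613 for Irs2 without Foz chow 24w replicate 1. The count ranged from 31 (without WT chow 24w replicate 3) to 245 (without Foz chow 24w replicate 3). Edn3, Ano5 and mt-Tp were also called higher in WT WD 24w against the same WT chow 24w libraries (mt-Tp 1.68, adjusted p 0.000649). These rises therefore cannot be put down to genotype alone.

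In wild type, Western diet (WT WD 24w against WT chow 24w) went with 405 called genes, 233 higher and 172 lower. Of the set genes, 105 genes adjusted over the list alone and 37 adjusted over all genes tested were called. Edn3 rose from 1.92 ± 1.01 to 9.61 ± 3.14 CPM (n = 3), a log2 fold change of 2.33 ± 0.49 (SE, adjusted p 0.0155), with Ano5 at 1.94 ± 0.41 (adjusted p 0.0155) and Nr1d1 (ENSMUSG00000020889.11, chromosome 11, 98767932 to 98775333) at 1.71 ± 0.30 (adjusted p 0.00826) next. Lower were Igha at -3.10 ± 0.67 (adjusted p 0.0187), Frem2 (ENSMUSG00000037016.11, chromosome 3, 53513938 to 53657355) at -1.58 ± 0.23 (adjusted p 0.00319) and Nr4a1 at -1.52 ± 0.34 (adjusted p 0.0225). Igha again rests on as few as 1 count in a WT WD 24w library. Nr1d1 and Frem2 were called in all 6 fits that left out one library. For the rest the highest adjusted p-values were 0.0877 for Edn3 without WT chow 24w replicate 3, 0.0732 for Ano5 without WT WD 24w replicate 1, 0.109 for Igha without WT chow 24w replicate 1 and 0.10 for Nr4a1 without WT WD 24w replicate 3. Each of these fits called fewer genes than the full data, with 78 (without WT chow 24w replicate 3) at the lowest. Nr1d1 is a clock gene, and clock genes also varied between libraries of one group. Edn3 and Ano5 were also called higher in Foz chow 24w against the same WT chow 24w libraries, so their rises cannot be put down to diet alone.

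The earlier disease stage was set against the healthy reference in Foz WD 12w against WT chow 24w, where genotype, diet and total duration all differed. Of 683 called genes, 333 were higher and 350 lower, and the sets held 170 genes adjusted over the list alone and 87 adjusted over all genes tested. Angptl4 (ENSMUSG00000002289.15, chromosome 17, 33773750 to 33781830) rose from 2.80 ± 0.688 to 18.2 ± 7.29 CPM (n = 3), a log2 fold change of 2.69 ± 0.52 (SE, adjusted p 0.00757), then Cilp at 2.13 ± 0.38 (adjusted p 0.00467) and Edn3 at 2.00 ± 0.50 (adjusted p 0.0280). Ptgds (ENSMUSG00000015090.13, chromosome 2, 25466709 to 25470046) fell from 297 ± 108 to 87.1 ± 20.3 CPM, a log2 fold change of -1.77 ± 0.31 (adjusted p 0.00406), then Gnb3 (ENSMUSG00000023439.11, chromosome 6, 124834240 to 124840275) at -1.67 ± 0.31 (adjusted p 0.00645) and Lrrc4b (ENSMUSG00000047085.14, chromosome 7, 44429018 to 44463351) at -1.63 ± 0.27 (adjusted p 0.00266). Only Edn3 among these 6 lost its call in a fit with one library left out, with a highest adjusted p of 0.142 for Edn3 without Foz WD 12w replicate 3. The set member Pdk4 (ENSMUSG00000019577.6, chromosome 6, 5483351 to 5496309) was higher at 1.91 ± 0.36 (adjusted p 0.00661), and held in each such fit. The number of called genes lay between 172 (without WT chow 24w replicate 3) and 391 (without Foz WD 12w replicate 3) in these fits.

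Between 12 and 24 weeks of Western diet in Foz mice (Foz WD 24w against Foz WD 12w), 182 genes were called, 109 higher and 73 lower at 24 weeks. The sets supplied 54 genes adjusted over the list alone and 10 adjusted over all genes tested. Serpina3n rose from 10.5 ± 1.39 to 49.7 ± 40.5 CPM (n = 3), a log2 fold change of 2.24 ± 0.43 (SE, adjusted p 0.0144), and Ptgds at 1.94 ± 0.31 (adjusted p 0.00525) and Ighg2c (ENSMUSG00000076612.7, chromosome 12, 113285325 to 113288932) at 1.84 ± 0.27 (adjusted p 0.00412) followed. Nr4a1 fell from 49.9 ± 10.4 to 13.4 ± 2.15 CPM, a log2 fold change of -1.90 ± 0.35 (adjusted p 0.0124), with Irs2 at -1.89 ± 0.31 (adjusted p 0.00525) and Dnajb1 (ENSMUSG00000005483.9, chromosome 8, 83608193 to 83612653) at -1.27 ± 0.21 (adjusted p 0.00525) after it. Ptgds, Ighg2c, Irs2 and Dnajb1 stayed called in each fit with one library left out, while adjusted p-values reached 0.0864 for Serpina3n without Foz WD 12w replicate 3 and 0.0570 for Nr4a1 without Foz WD 12w replicate 2. The count was 36 (without Foz WD 12w replicate 3) at the lowest and 260 (without Foz WD 24w replicate 3) at the highest. Ighg2c and Serpina3n belong to multigene families, and their values are uncertain. Slc2a1 (ENSMUSG00000028645.11, chromosome 4, 119108711 to 119137983) was at 0.77 ± 0.12 (adjusted p 0.00412) and Acot2 (ENSMUSG00000021226.7, chromosome 12, 83987861 to 83993873) at -0.67 ± 0.11 (adjusted p 0.00525), both called in all 6 such fits.

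Return to chow was compared with continued Western diet in Foz regression against Foz WD 24w, with the same total duration. There were 244 called genes, 91 higher and 153 lower in the regression group, and in the sets 91 genes adjusted over the list alone and 20 adjusted over all genes tested. Nr4a1 rose from 13.4 ± 2.15 to 88.8 ± 34.4 CPM (n = 3), a log2 fold change of 2.73 ± 0.36 (SE, adjusted p 0.00424), followed by Fos (ENSMUSG00000021250.13, chromosome 12, 85473890 to 85477273) at 2.39 ± 0.49 (adjusted p 0.0204) and Atf3 (ENSMUSG00000026628.13, chromosome 1, 191170296 to 191218039) at 2.01 ± 0.35 (adjusted p 0.0122). Zbtb16 (ENSMUSG00000066687.4, chromosome 9, 48654297 to 48836222) fell from 200.1 ± 74.8 to 35.2 ± 5.08 CPM, a log2 fold change of -2.51 ± 0.46 (adjusted p 0.0132), followed by Serpina3n at -1.94 ± 0.41 (adjusted p 0.0220) and Dbp (ENSMUSG00000059824.11, chromosome 7, 45705088 to 45710203) at -1.55 ± 0.34 (adjusted p 0.0266). The calls of Nr4a1 and Atf3 survived each omission of one library. Elsewhere the highest adjusted p-values were 0.0697 for Fos without Foz regression replicate 1, 0.0586 for Zbtb16 without Foz regression replicate 2, 0.116 for Serpina3n without Foz WD 24w replicate 2 and 0.108 for Dbp without Foz regression replicate 3. Called genes numbered 31 (without Foz regression replicate 2) to 444 (without Foz WD 24w replicate 3). Dbp shares 18% of its exon bases with Sphk2 on the opposite strand.

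How far diet-associated changes in Foz hearts moved back was counted over the 274 genes called in Foz WD 24w against Foz chow 24w. Of these, 98 were also called in Foz regression against Foz WD 24w, all 98 in the opposite direction and 0 in the same direction. Whatever their p, 265 of the 274 had the opposite sign. Both comparisons share the Foz WD 24w libraries, which alone pulls the signs apart. In 20 simulations in which the regression group equalled Foz WD 24w, the median number of such genes was 0 (0 to 1), and 71.7% of called genes (69.8% to 73.8%) had the opposite sign. The simulations called a median of 1249.5 genes (1158 to 1404) in the first comparison, more than the 274 in the data. Over the 274 genes of smallest p in each simulation, a check added after the data were examined, the percent was 71.9% (62.0% to 77.0%). The simulations drew genes independently, so no simulated library deviates in many genes together, as Foz WD 24w replicate 2 did in the data. Their ranges leave out that spread and do not bound what a shared library alone can give. The count of 98 depended on single libraries. It was 12 without Foz WD 24w replicate 2, 12 without Foz regression replicate 2, 18 without Foz regression replicate 3, 43 without Foz regression replicate 1, and 28 and 30 without Foz chow 24w replicates 1 and 2. It was 152 without Foz chow 24w replicate 3 and 198 without Foz WD 24w replicate 3. With all libraries kept, it was 19 with a minimum absolute log2 fold change of 1 and 63 with the replicate number as a block. In alternatives added after the data were examined, it was 1 in fits of only the groups compared, 220 with DESeq2 and 461 without the filter.

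Foz regression against Foz WD 12w compared the regression group with the stage at which the diet was switched, with a difference in total duration. It had 27 called genes, 13 higher and 14 lower, and the set genes gave 38 genes adjusted over the list alone and 4 adjusted over all genes tested. Cdh22 (ENSMUSG00000053166.14, chromosome 2, 165111507 to 165234853) rose from 3.05 ± 0.731 to 8.71 ± 1.53 CPM (n = 3), a log2 fold change of 1.53 ± 0.20 (SE, adjusted p 0.00397), as did Abat (ENSMUSG00000057880.12, chromosome 16, 8513429 to 8621568) at 1.43 ± 0.20 (adjusted p 0.00397) and Ighg2c at 1.41 ± 0.28 (adjusted p 0.0477). Falls were found in Per3 (ENSMUSG00000028957.12, chromosome 4, 151003652 to 151044665) at -1.09 ± 0.22 (adjusted p 0.0477), Nrep (ENSMUSG00000042834.14, chromosome 18, 33437019 to 33464029) at -0.81 ± 0.11 (adjusted p 0.00397) and Ldlrad4 (ENSMUSG00000024544.8, chromosome 18, 67933257 to 68268630) at -0.81 ± 0.16 (adjusted p 0.0477), the first from 40 ± 17.3 to 18.7 ± 2.57 CPM. Cdh22, Abat and Nrep were called in all 6 fits that left out one library, and for the other named genes the highest adjusted p-values were 0.217 for Ighg2c and 0.229 for Ldlrad4 without Foz regression replicate 3 and 0.245 for Per3 without Foz WD 12w replicate 3. Those fits called between 5 (without Foz WD 12w replicate 3) and 19 (without Foz WD 12w replicate 2) genes. Ldlrad4 shares 52.1% of its exon bases with Fam210a on the opposite strand, and its level is uncertain.

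What remained of the Western diet within Foz mice was addressed by Foz regression against Foz chow 24w. Of 38 called genes, 25 were higher and 13 lower, with 27 genes adjusted over the list alone and 8 adjusted over all genes tested in the sets. Atf3 rose from 7.20 ± 4.36 to 38.5 ± 17.2 CPM (n = 3), a log2 fold change of 2.42 ± 0.36 (SE, adjusted p 0.00793), and so did Nr4a1 at 1.90 ± 0.34 (adjusted p 0.0192) and Irs2 at 1.58 ± 0.31 (adjusted p 0.0341). Dbp fell from 138 ± 13.3 to 36.7 ± 2.47 CPM, a log2 fold change of -1.91 ± 0.34 (adjusted p 0.0192), and so did Per2 (ENSMUSG00000055866.9, chromosome 1, 91415982 to 91459324) at -1.70 ± 0.34 (adjusted p 0.0367) and Ucp3 at -1.42 ± 0.28 (adjusted p 0.0408). No gene of these 6 kept its call in every fit with one library left out, and the highest adjusted p-values were 0.0774 for Atf3 and 0.244 for Ucp3 without Foz chow 24w replicate 2, 0.145 for Nr4a1 and 0.145 for Dbp without Foz regression replicate 1 and 0.249 for Irs2 and 0.249 for Per2 without Foz chow 24w replicate 1. The count depended on single libraries more than in any other comparison of groups, with 1 (without Foz regression replicate 1) at the lowest and 331 (without Foz chow 24w replicate 3) at the highest.

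Against the healthy reference, the regression group (Foz regression against WT chow 24w) had 467 called genes, 284 higher and 183 lower. The sets included 64 genes adjusted over the list alone and 41 adjusted over all genes tested. Arntl (ENSMUSG00000055116.7, chromosome 7, 113207465 to 113314126) rose from 2.42 ± 1.01 to 21.9 ± 2.71 CPM (n = 3), a log2 fold change of 3.17 ± 0.54 (SE, adjusted p 0.00332), before Edn3 at 3.01 ± 0.47 (adjusted p 0.00187) and Thbs1 (ENSMUSG00000040152.8, chromosome 2, 118111876 to 118127133) at 2.39 ± 0.25 (adjusted p 4.1e-05). Per2 fell from 58.7 ± 5.86 to 13.3 ± 1.78 CPM, a log2 fold change of -2.14 ± 0.34 (adjusted p 0.00187), before Zbtb16 at -2.01 ± 0.45 (adjusted p 0.0193) and Ciart (ENSMUSG00000038550.10, chromosome 3, 95878503 to 95882251) at -1.73 ± 0.44 (adjusted p 0.0345). Arntl, Edn3, Thbs1 and Per2 were called whichever library was left out, and the highest adjusted p-values of the remaining pair were 0.0865 for Zbtb16 without Foz regression replicate 2 and 0.180 for Ciart without WT chow 24w replicate 2. The count ran from 187 (without WT chow 24w replicate 2) to 280 (without Foz regression replicate 3).

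Whether the diet effect at 24 weeks differed between genotypes was tested directly. The interaction called 2 genes, 0 higher and 2 lower, against 1150 genes at an unadjusted p under 0.05. Of the set genes, 1 was called adjusted over the list alone and 0 adjusted over all genes tested. It was Cmpk2, with a log2 interaction of -1.02 and an adjusted p of 0.193 over all genes. The 2 genes called over all genes were mt-Tp, with -2.06 ± 0.27 (SE, adjusted p 0.00684), and Cdh22, with -1.58 ± 0.26 (adjusted p 0.0486). These 3 were named after their values were seen. Leaving out one library gave from 1 to 9 genes, the highest without Foz chow 24w replicate 3. The count was 1 without Foz WD 24w replicate 2 or 3, Foz chow 24w replicate 1 or any one WT chow 24w replicate. For other single genes, a difference in diet effect between the genotypes was not shown.

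The share of the 24-week change measured how much of the difference between Foz WD 24w and WT chow 24w was present in the other groups, over the 2181 genes called there. The share was 0.577 ± 0.0769 (SD, n = 3) in Foz WD 12w, 0.565 ± 0.0120 in WT WD 24w, 0.489 ± 0.0733 in Foz regression and 0.454 ± 0.102 in Foz chow 24w. It was -0.0015 ± 0.0539 in WT chow 24w and, by definition, 1 with an SD of 0.208 in Foz WD 24w. A simulated group equal to WT chow 24w had a median share of 0.0957 (0.0790 to 0.107 in 20 simulations), since the genes were chosen on the same WT chow libraries. The simulations called a median of 2951 genes (2855 to 3101), more than the 2181 in the data. Over the 2181 genes of smallest p, also a check added later, the simulated share was 0.0927 (0.0700 to 0.108). All 4 intermediate groups lay above these values, whose ranges leave out libraries that deviate in many genes together. The differences among these 4 groups were not tested. Where only genes with an absolute log2 fold change of at least 1 were used, the share of WT WD 24w was 0.533 and that of Foz regression 0.569. Leaving out one library moved the share of WT WD 24w further, to 0.461 without Foz WD 24w replicate 1 and 0.625 without replicate 2. Across the 5 comparisons against WT chow 24w, 34 genes were called in all 5 with one direction, 23 higher and 11 lower. In 20 simulations with unchanged groups the number was 0 in each, but no comparison there called more than 3 genes, so the overlap that shared libraries give to lists of the observed size was not measured.

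**Figure D3:**
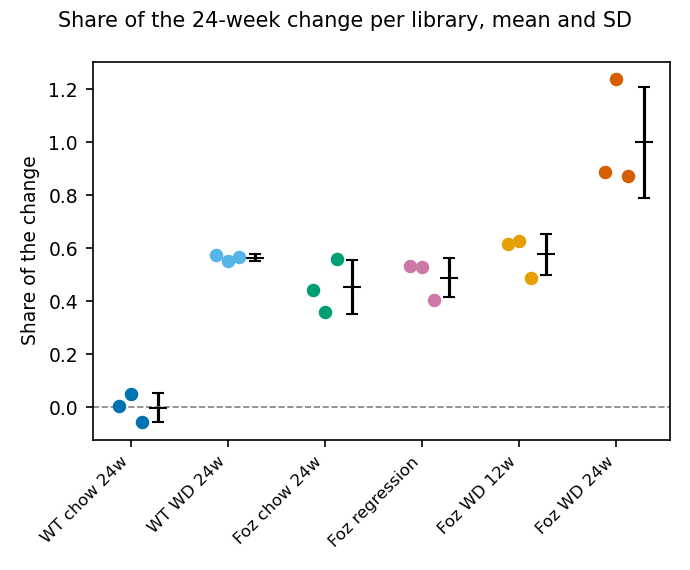
Share of the 24-week change in each group, with points for single libraries and the mean with SD (n = 3) over 2181 genes; 0 is the WT chow 24w mean and 1 the Foz WD 24w mean. The intermediate groups have means from 0.454 (Foz chow 24w) to 0.577 (Foz WD 12w).

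The 12 gene sets were tested in the 11 comparisons and the interaction, 144 tests in all. Camera called 87 at an adjusted p under 0.05, of which 40 were also called by fry. With an estimated correlation 0 of the 144 were called, against 38 at an unadjusted p under 0.05, and this alternative moved the count most. In Foz WD 24w against WT chow 24w, extracellular matrix genes had a median log2 fold change of 0.90, with 40 of 41 genes higher and 37 called higher (camera adjusted p 1.0e-23, fry adjusted p 0.00236). Nuclear genes of oxidative phosphorylation had a median of -0.31, with 0 of 58 genes higher and 50 called lower (camera adjusted p 3.1e-28, fry adjusted p 0.00479). Sarcomere genes had a median of -0.23 (camera adjusted p 7.3e-07, fry adjusted p 0.00130). Sets of inflammation (median 0.79), acute phase and complement (median 0.72) and cardiac stress (median 0.45) were higher and also held under fry. In Foz regression against Foz WD 24w, oxidative phosphorylation genes were higher with a median of 0.19 in 58 of 58 genes (camera adjusted p 7.2e-23, fry adjusted p 0.0285), and sarcomere genes with a median of 0.15 (camera adjusted p 5.4e-05, fry adjusted p 0.0246). The extracellular matrix set was lower there by camera, with a median of -0.33, but not by fry (camera adjusted p 2.5e-06, fry adjusted p 0.203), and so was the inflammation set, with a median of -0.30 (camera adjusted p 0.00780, fry adjusted p 0.255). Acute phase and complement genes were lower with a median of -0.69 (camera adjusted p 1.5e-05, fry adjusted p 0.0453). Cardiac stress genes were not called there, with a median of 0.047 and 8 of 15 genes higher (camera adjusted p 0.568, fry adjusted p 0.664).

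Several sets differed from the chow groups after the return to chow. In Foz regression against Foz chow 24w, cardiac stress genes were higher with a median of 0.40 in 14 of 15 genes (camera adjusted p 5.4e-08, fry adjusted p 0.00789). Of these genes 0 were called singly, and with an estimated correlation the set had a camera adjusted p of 0.0848. By camera alone, the inflammation set had 0.24 (camera adjusted p 0.000429, fry adjusted p 0.253) and the extracellular matrix set 0.13 (camera adjusted p 0.00242, fry adjusted p 0.471). In Foz regression against WT chow 24w, cardiac stress had a median of 0.43 (camera adjusted p 4.5e-05, fry adjusted p 0.00789), extracellular matrix 0.60 with 41 of 41 genes higher and 15 called (camera adjusted p 9.3e-20, fry adjusted p 0.0132), and inflammation 0.56 (camera adjusted p 1.4e-07, fry adjusted p 0.0450). Foz chow 24w also differed from WT chow 24w in the extracellular matrix set, with a median of 0.45 and 39 of 41 genes higher (camera adjusted p 2.2e-14, fry adjusted p 0.0449). The 0.60 is therefore not a measure of what the Western diet left behind. In Foz regression, oxidative phosphorylation genes had -0.11 against WT chow 24w by camera alone (camera adjusted p 1.8e-08, fry adjusted p 0.179), and were not called against Foz chow 24w (camera adjusted p 0.834, fry adjusted p 0.962). Cardiac stress genes were not called in Foz WD 12w against WT chow 24w, with a median of 0.077 (camera adjusted p 0.650, fry adjusted p 0.728). They were higher in Foz regression than in Foz WD 12w, by a median of 0.29 in 14 of 15 genes with 0 called singly (camera adjusted p 1.1e-05, fry adjusted p 0.0164). These groups also differ in total duration. The extracellular matrix set was already higher in Foz WD 12w against WT chow 24w, with 0.74 (fry adjusted p 0.00789).

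Interferon response genes stood higher in Foz WD 12w against WT chow 24w, with a median of 0.54 in 28 of 28 genes and 11 called (camera adjusted p 1.2e-14, fry adjusted p 0.00479), and in WT WD 24w against WT chow 24w, with a median of 0.48 (camera adjusted p 4.7e-11, fry adjusted p 0.0174). From 12 to 24 weeks of Western diet in Foz mice the median was -0.36 (camera adjusted p 1.9e-10, fry adjusted p 0.0384). Fatty acid oxidation genes had a median of -0.25 over the same interval, with 2 of 39 genes higher (camera adjusted p 3.0e-17, fry adjusted p 0.0290). Leaving out one library gave 81 to 93 called tests. The lowest came without Foz WD 24w replicate 2 or WT chow 24w replicate 1, and the highest without Foz WD 24w replicate 1.

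Clock genes were examined per library, since several were among the named genes of the regression group. A clock score was formed as the contrast of Arntl, Clock, Npas2 and Nfil3 with Dbp, Tef, Hlf, Per2, Per3, Ciart and Nr1d2, a contrast chosen after values were seen. It was 1.60 ± 0.177 (SD, n = 3) in Foz regression, 0.199 ± 0.390 in WT WD 24w, 0.110 ± 1.39 in Foz WD 12w, -0.144 ± 0.237 in Foz WD 24w, -0.726 ± 0.562 in Foz chow 24w and -1.04 ± 0.318 in WT chow 24w. Within Foz WD 12w the score ran from -1.15 to 1.60, so that libraries of one group differed as much as groups did. Arntl was at 23.8, 18.8 and 23.2 CPM in the regression libraries and at 2.49, 1.37 and 3.39 CPM in WT chow 24w. Dbp was at 34.2, 39.2 and 36.7 CPM in the regression libraries and at 111, 158 and 94.6 CPM in WT chow 24w.

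**Figure D4:**
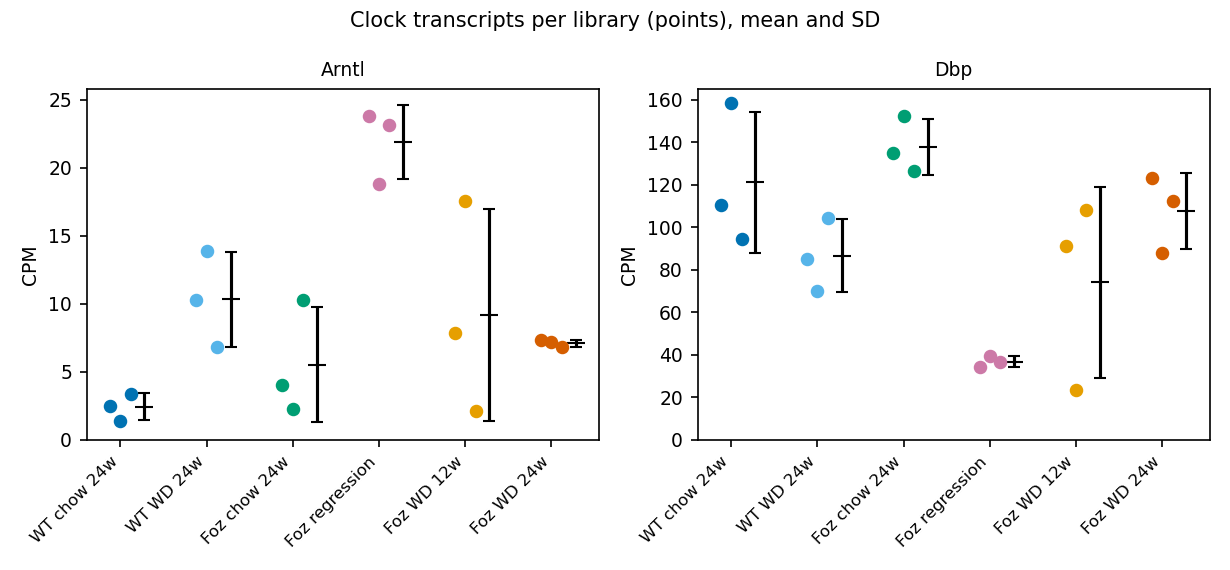
Arntl and Dbp in CPM, with points for each of the 18 libraries and the mean with SD (n = 3) beside them, by group. The 3 regression libraries have 18.8 to 23.8 CPM of Arntl and 34.2 to 39.2 CPM of Dbp, and Foz WD 12w replicate 2 has 17.6 and 23.2 CPM.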

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

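The interaction gives 6 results in which the diet effect differed between Foz and WT. The regroupings of the libraries were planned, and the other tests here were chosen only after the results were seen.

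The interaction called mt-Tp and Cdh22. Of 100 regroupings of the 12 libraries, the real one included, 3 gave at least 2 called genes, and the highest count in another regrouping was 417. Chance assignment of libraries to groups thus gave as many genes in under 5% of regroupings. These regroupings also mix the genotype and diet differences into the spread within groups. They therefore do not measure how often 2 genes would be called without an interaction. The interaction uses the WT chow 24w libraries, and an offset of these libraries would appear in it as a difference in diet effect. The animals of that group are numbered in another style, shared by 0 libraries of other groups. An offset alone, with no genotype effect, predicts a median genotype difference of minus the interaction on chow and near 0 on Western diet. For cardiac stress (interaction 0.18) these medians were 0.0096 and 0.21, which argues against an offset alone for that set. The value of 0.21 was called by camera only (camera adjusted p 0.0119, fry adjusted p 0.113). For the other sets both diets showed part of the difference. An offset joined to a genotype effect stays open. An animal series or collection batch thus cannot be fully told apart from a difference in diet effect in any of the 6 results.

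For Cdh22 the interaction was -1.58 ± 0.26 (SE, adjusted p 0.0486). In WT mice it was higher on Western diet by 1.33 (adjusted p 0.00319), and in Foz mice the difference was -0.25 (adjusted p 0.461). Group means were 3.56 CPM in WT chow 24w and 3.05 in Foz WD 12w, against 8.97 in WT WD 24w, 12.7 in Foz chow 24w, 10.7 in Foz WD 24w and 8.71 in Foz regression. The call was lost in 10 of 12 fits that left out one library, with a highest adjusted p of 0.199 without WT chow 24w replicate 3. Over the other alternatives the adjusted p ran from 6.1e-09 to 0.134. After the correction for GC content and gene length it was -1.53 (adjusted p 0.0744), a small move in size that crossed the threshold, so a bias by GC content or length cannot be told apart from a difference in diet effect for this gene.

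For mt-Tp, a mitochondrial tRNA gene, the interaction was -2.06 ± 0.27 (adjusted p 0.00684). Its level was 2.97 CPM in WT chow 24w and between 7.16 and 11.6 CPM in the other 5 groups, so the interaction rests on the WT chow 24w level. It was called in all 12 fits that left out one library, with a highest adjusted p of 0.0382, and with 0.0744 as the highest adjusted p over the other alternatives. The mitochondrial share of counts differed between WT chow 24w and WT WD 24w by -0.25 on the log2 scale, far less than mt-Tp, which argues against that share as the cause. The other 12 mitochondrial tRNA genes tested had a median interaction of -0.48 (-1.53 to 1.03), which argues against a shift of all of them by the same amount. After the GC and length correction it was -1.79 (adjusted p 0.0744), so such a bias cannot be told apart here either. A transcript of this kind is not polyadenylated in its mature form, and its count in poly(A)-selected libraries may follow RNA processing or selection; this was not tested.

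Among the gene sets, the interaction was called by camera for cardiac stress (median 0.18, adjusted p 0.0394), fatty acid oxidation and PPAR targets (-0.28, adjusted p 1.3e-11), glucose uptake and glycolysis (0.18, adjusted p 0.00124) and type I interferon response (-0.48, adjusted p 8.9e-13). By fry the adjusted p-values were 0.257, 0.113, 0.0703 and 0.0443, so only the interferon set held, and no interaction test held with an estimated correlation. Over the 12 fits that each left out one library, the medians nearest 0 were 0.14 for cardiac stress (without Foz chow 24w replicate 2), -0.20 for fatty acid oxidation (without Foz WD 24w replicate 2) and -0.37 for interferon response (without WT WD 24w replicate 3), which argues against a single library as the whole of these 3. For glycolysis it was 0.067 without Foz WD 24w replicate 2, so a single library cannot be told apart from a difference in diet effect. The GC and length correction left medians of 0.17, -0.28, 0.18 and -0.48 in the same order, which argues against such a bias for all 4 sets. For the interferon set all 28 genes had a negative interaction. Their median diet effect was 0.48 in WT and -0.046 in Foz. Tissue composition stays open, and no library of another tissue or cell type was tested against this pattern.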

How the results depend on the processing

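The atrial marker covariate and the GC and length correction were chosen after seeing the data, as were 7 other alternatives for the count of reversed genes, and the other tests in this part were planned. Of the alternatives, RLE scaling, upper-quartile scaling and a filter on mean CPM kept the count of called genes within 1.5 times in all 11 comparisons of groups.

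A fit of only the groups compared, which has fewer libraries for the spread, gave 1360 called genes in Foz WD 24w against WT chow 24w, 1 against Foz chow 24w and 0 against WT WD 24w (1546 at an unadjusted p under 0.05). It gave 1291 in WT WD 24w against WT chow 24w, 1599 in Foz WD 12w against WT chow 24w, 18 in Foz WD 24w against Foz WD 12w and 1 reversed gene. For Foz regression it gave 57 against Foz WD 24w, 92 against Foz WD 12w, 6 against Foz chow 24w and 852 against WT chow 24w. The cause of the moves in both directions was not tested.

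Requiring an absolute log2 fold change of at least 1 lowers counts by construction. It left 372, 60 and 13 genes in Foz WD 24w against WT chow 24w, Foz chow 24w and WT WD 24w, then 48 in Foz chow 24w and 64 in WT WD 24w against WT chow 24w, 95 in Foz WD 12w against WT chow 24w and 62 in Foz WD 24w against Foz WD 12w. For Foz regression it left 57 against Foz WD 24w, 9 against Foz WD 12w, 15 against Foz chow 24w and 120 against WT chow 24w. It left 19 reversed genes, and shares of 0.533 in WT WD 24w and 0.569 in Foz regression.

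Without the filter 27056 genes were tested. Called genes numbered 959 in Foz WD 24w against Foz chow 24w, 610 against WT WD 24w, 809 in Foz chow 24w against WT chow 24w, 1009 in WT WD 24w against WT chow 24w, 1307 in Foz WD 12w against WT chow 24w and 773 in Foz WD 24w against Foz WD 12w. For Foz regression they numbered 1039, 472, 546 and 1117 against Foz WD 24w, Foz WD 12w, Foz chow 24w and WT chow 24w, 328 in the interaction and 461 reversed. Of the 959, 901 were genes tested with the filter, so the added genes explain little of the rise, and the cause was not tested.

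DESeq2 called 540 genes in Foz WD 24w against Foz chow 24w, 179 against WT WD 24w, 395 in Foz chow 24w and 698 in WT WD 24w against WT chow 24w, and 370 in Foz WD 24w against Foz WD 12w. For Foz regression it called 587, 139 and 158 against Foz WD 24w, Foz WD 12w and Foz chow 24w, 30 in the interaction and 220 reversed. Limma voom gave 16 in Foz WD 24w against WT WD 24w and 1 in the interaction. With sample quality weights the counts were 541 in Foz WD 24w against Foz chow 24w, 838 in Foz chow 24w, 1347 in WT WD 24w, 1694 in Foz WD 12w and 1262 in Foz regression against WT chow 24w, and 135 and 747 in Foz regression against Foz WD 12w and Foz chow 24w. The cause of these moves was not tested.

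Other settings moved few counts. A mean of at least 1 CPM gave 1 interaction gene. Leaving out mitochondrial genome genes gave 0 (1145 at an unadjusted p under 0.05), partly since mt-Tp is then excluded. The atrial covariate gave 52 genes in Foz WD 24w against WT WD 24w, and 67 each in Foz chow 24w against WT chow 24w and Foz regression against Foz chow 24w. The GC and length correction gave 12 genes in Foz regression against Foz WD 12w and 0 in the interaction (1226 at an unadjusted p under 0.05). For gene sets, an estimated correlation called 0 and fry 40. Fewer alternatives were run for the other results. For Alms1 (a pseudocount of 0.1, RLE scaling and only the 24-week diet groups) and group separation (the 500 most variable genes, Spearman distances and a pseudocount of 0.5), these kept the direction and the side of the threshold. With RLE scaling, a mean of at least 1 CPM, the replicate block and the fold change minimum, the shares of Foz chow 24w and Foz WD 12w moved by less than the SD between replicates.

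With the replicate number as a block, 161 genes were called in Foz WD 24w against Foz chow 24w, 16 against WT WD 24w, 4 in Foz regression against Foz WD 12w, 1 in the interaction and 63 reversed. Same-numbered libraries deviated from their group means with a mean correlation of -0.026, against 0.013 for different numbers, and 10 of 45 pairs exceeded 0.1 (-0.33 to 0.32), so the numbers were not taken to pair animals.

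Fits that each left out one library gave 1165 to 2087 called genes in Foz WD 24w against WT chow 24w, 46 to 685 against Foz chow 24w, 2 to 128 against WT WD 24w, 31 to 245 in Foz chow 24w, 78 to 1.6e+02 in WT WD 24w and 172 to 391 in Foz WD 12w against WT chow 24w, and 36 to 260 in Foz WD 24w against Foz WD 12w. For Foz regression they gave 31 to 444 against Foz WD 24w, 5 to 19 against Foz WD 12w, 1 to 331 against Foz chow 24w and 187 to 280 against WT chow 24w. The interaction ran from 1 to 9 and reversed genes from 12 (without Foz WD 24w replicate 2 or Foz regression replicate 2) to 198 (without Foz WD 24w replicate 3). Without WT chow 24w replicate 3 the lowest counts of 4 comparisons were 1165, 31, 78 and 172. Without Foz chow 24w replicate 3 the highest were 685, 245 and 331. Shares ran from 0.390 to 0.510 in Foz chow 24w, 0.461 (without Foz WD 24w replicate 1) to 0.625 (without Foz WD 24w replicate 2) in WT WD 24w, 0.505 to 0.621 in Foz WD 12w and 0.411 to 0.537 in Foz regression. Group separation ran from 1.89 to 2.30, Alms1 from -0.50 to -0.33 and set tests from 81 to 93. A fit with fewer libraries has less power, and beyond that the cause was not tested.

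Of 150 results for single genes and comparisons, 100 lost their call under at least one alternative and 0 reversed. Under alternatives that kept all libraries, 152 of 1798 values were weaker, 47 of them with only the groups compared and 28 with limma voom. In fits that left out one library, 362 of 912 were weaker.

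Other splits of the 6 libraries into groups of 3 were compared for each of the 11 comparisons. There are 10 such splits, so the share of splits with as many genes cannot fall under 0.1. In 10 comparisons only the real split, 1 of 10, gave as many. In Foz regression against Foz chow 24w, 2 of 10 did. The other split, with regression replicates 1 and 2 and Foz chow 24w replicate 3 against the rest, gave 621 genes, more than the 38 of the real one. Foz WD 24w against Foz chow 24w reached 106 in another split.

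Depth limits genes near the filter most. Alms1 rests on 11 to 59 counts per library. With 3 libraries per group, changes of 0.5 on the log2 scale were recovered for 39% of simulated genes, so a gene not called is not shown to be unchanged.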

Other observations

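All tests in this part were chosen only after the pattern was seen.

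The WT chow 24w libraries lay apart from the other 5 groups. Against the mean of these groups 1298 genes were called, 656 higher and 642 lower, compared with 887 for Foz WD 24w, 79 for Foz regression, 69 for Foz WD 12w, 44 for WT WD 24w and 25 for Foz chow 24w. The count fell to 506, 536 and 333 without WT chow 24w replicate 1, 2 and 3. Of the 1298 genes, 1138 were still called after the GC and length correction, 1287 with mitochondrial genome genes left out, and 1041 with the atrial covariate, which argues against each of these as the whole difference. With the clock score as a covariate 170 of them were called, but the median change kept 0.910 of its size with the same sign in 100% of genes, so clock phase as the whole difference is also argued against. The cause of the lost calls was not tested. Fat transcripts were highest in WT chow 24w replicate 3, but without that library the median change of the 1298 genes kept 0.970 of its size, which argues against fat tissue in it as the whole difference. The mitochondrial share of counts was 15.9% ± 0.194 (SD, n = 3) in WT chow 24w and 17.6% to 18.9% in the other groups. The animals of WT chow 24w are numbered in another style than all others, and 0 libraries of other groups share it, so an animal series or collection batch cannot be told apart from the WT chow group. The 5 comparisons with the reference and the genotype by diet interaction all use these libraries, and this limits each of them.

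If the change of Foz WD 24w were wholly an offset of the WT chow 24w libraries, every other group would show a share near 1. The highest share was 0.577, in Foz WD 12w, which argues against that. The shares of Foz chow 24w and WT WD 24w add to 1.02. A smaller common offset plus disease-related change may underlie the pattern, and stays open.

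Genes near Alms1 differed between genotypes more often than others. Within 10 megabases of it on chromosome 6, 17 of 134 genes (12.7%) had an unadjusted p under 0.05 and one sign in both genotype comparisons, against 425 of 14630 genes overall (2.9%), with 51 of opposite sign. Fisher's exact test gave an odds ratio of 5.02 (p 3.4e-07). Of 115 other windows with at least 50 genes, 0 reached this percent (highest 7.89%, median 2.47%). Strain variants linked to the Foz allele may account for this and for Kbtbd12. In genes chosen after their values were seen, Dysf (ENSMUSG00000033788.15) was 0.79 ± 0.070 (SE, adjusted p 1.4e-05) on chow and 0.74 ± 0.070 (adjusted p 3.7e-05) on Western diet, and Tex261 was -0.53 ± 0.081 (adjusted p 0.00360) and -0.38 ± 0.081 (adjusted p 0.0662). A local effect of the Alms1 deletion stays open.

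Atrial transcripts varied between libraries within groups. Myl7 ranged from 0 to 178 CPM, with at least 50 CPM in 6 libraries and under 2 CPM in 6. Over 18 libraries and 8 relations tested on log2(CPM + 1), Myl7 correlated with Myl4 (r 0.993, rho 0.967), Sln (r 0.970, rho 0.971) and Dkk3 (r 0.869, rho 0.804, r 0.822 without the 2 libraries farthest from the median). The permutation p of each r was 1e-05, the smallest possible, with adjusted p 2.7e-05, and for the rho values 1e-05, 1e-05 and 0.00010, with adjusted p 4.0e-05, 4.0e-05 and 0.000267. Nppa followed less closely, with r 0.717 (permutation p 0.000570, adjusted 0.00114), rho 0.785 (permutation p 0.000180, adjusted 0.000360) and 0.630 without these 2. Stard10 (r 0.550, 0.373 without the 2) and Tbx5 (r 0.561, 0.446 without the 2) rest in part on such libraries, with adjusted p 0.0253 for each r. Nppb (r -0.047) and Myh7 (r 0.023) showed no relation, both with adjusted p 0.927. Within groups, r of Myl7 and Dkk3 was 0.895, which is consistent with a variable amount of atrial tissue in the dissected samples. The groups did not separate on the atrial score (F 0.553, permutation p 0.720), and a group effect cannot be told apart from none at this size. Nppa was at 131 to 640 CPM in the libraries with high Myl7 and at 47.5 to 124 CPM in those with low Myl7. Nppa was not called in any comparison. With the atrial covariate it was called only in Foz WD 12w against WT chow 24w (-1.52 ± 0.37, adjusted p 0.0263). Nppa shares 61.5% of its exon bases with Gm13054 on the opposite strand.

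Clock genes of opposite phase moved apart in the regression group. Against Foz chow 24w, the 4 genes of the first arm had a median of 1.19 and the 7 of the second arm -1.39, with all 4 higher and all 7 lower. Both arms were chosen after these libraries were seen to differ, so these values describe the pattern and test nothing. Foz WD 12w replicate 2 reached the same score as the regression libraries, while replicate 3 of that group lay at -1.15. Collection times were not used here, so collection at another time of day and an effect of the diet change on clock phase cannot be told apart.

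Liver transcripts appeared in Foz chow 24w replicate 2. Of 12 genes of the liver list, 11 were highest there and at least 2 times the median library, with Alb at 59.1 CPM, and 0 genes of the fat, skeletal muscle, plasma cell and blood lists behaved so. A trace of liver RNA in that library is a candidate explanation for this pattern, and no biological explanation was tested.

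Fat transcripts appeared in WT chow 24w replicate 3. Of 12 genes of the fat list, 7 were highest there and at least 2 times the median library, by 3.44 to 15.6 times. These were Adipoq at 1.19, Plin1 at 1.92, Cidec at 1.35, Lep at 0.565, Retn at 0.847, Car3 at 11.6 and Cfd at 5.81 CPM. Fabp4 (386 to 722 CPM) and Cidea are also expressed in heart, and Ucp1, Elovl3 and Adrb3 stayed at or under 0.213 CPM. The atrial genes Myl7, Myl4, Sln, Dkk3 and Nppa were also highest in this library. A trace of white fat tissue in the dissected sample is a candidate explanation, and no biological explanation was tested. Leaving out this reference library gave the lowest counts of 4 comparisons, and the part of fat or atrial tissue in that was not tested.

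Foz WD 24w replicate 2 lay far from the other libraries. Its depth of 15512040 counts (15.5 M) was within the range of the others, which argues against low depth. Without it, called genes went from 2181 to 1234 (1126 in both), 274 to 46 (42), 25 to 3 (3), 182 to 59 (50) and 244 to 88 (69) in the comparisons of Foz WD 24w with WT chow 24w, Foz chow 24w, WT WD 24w, Foz WD 12w and Foz regression. Genes in both kept one sign in 100% of cases. A more advanced animal or a difference in handling could give this, and neither was tested.

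Of the blood list, Hba-a1, Hba-a2, Slc4a1 and Bpgm were highest in Foz WD 24w replicate 1, and Hbb-bs, Hbb-bt and Alas2 in replicate 2, where Hbb-bs reached 476 and Alas2 62.0 CPM. These 7 genes were at 1.36 (Bpgm) to 3.64 times the median library (Slc4a1). The amount of blood left in these samples and a change in red cells both stay open, and neither was tested. Genes of fast skeletal muscle stayed at or under 1.91 CPM, with Casq1 up to 19.6 CPM and Acta1 and Ckm expressed in heart. Of B-cell and plasma cell genes, Igkc reached 7.72 and Ighm 10.1 CPM. Ddx3y of the Y chromosome was at 57.6 to 87.0 CPM in every library, and Xist at 7.21 to 13.9 CPM, so no library stood out by sex.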
